A study of Danio rerio with 2 samples. Its data were reported in "Single-cell transcriptomic analysis identifies the conversion of zebrafish Etv2-deficient vascular progenitors into skeletal muscle" (2020).

How the data were processed

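Single cells were obtained from zebrafish embryos carrying an etv2:GFP reporter transgene, in which GFP is driven by regulatory sequence of etv2, a transcription factor of early vascular and blood cells. Per the labels the embryos were grown at 28.5 °C, whereas the methods of the study describe lower temperatures for part of early development. Per the labels, GFP-positive cells were sorted at the 15-18 somite stage and at the 20 somite stage, whereas the methods of the study give a slightly narrower range for the earlier stage. They were captured on a Fluidigm C1 chip, which isolates cells in separate chambers. Each stage is 1 sample of 48 cells, collected on its own day and captured on its own chip, and both were sequenced together. Stage, day and chip therefore cannot be told apart, there is no replicate of either stage, and cells are not replicates. For this reason no p-value, standard error or count of changed genes is given, and every difference is a description of these 96 cells.

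The authors deposited 1 value per gene and cell in transcripts per 1000000 transcripts (TPM). Per the methods of the study, paired-end reads were set against release 72 of the Ensembl annotation of the Zv9 assembly and quantified with Kallisto inside AltAnalyze; the Kallisto version and any filter on reads are not stated. The table holds 27931 genes and 96 cells, and every cell sums to 1000000. TPM keeps no depth, so the number of reads behind a value cannot be read from the files, and the study states only a range of reads per cell for all cells together. For this reason a value of 0 does not show absence. The authors also deposited log2 values of 13474 genes, which equal log2(TPM + 1) to within 5e-11; each of those genes was above 1 TPM in at least 5 cells. They were used only for that comparison. The population of each cell was taken from the authors' deposited grouping, which numbers the populations from 1 to 8 and was made by iterative clustering with cosine similarity in AltAnalyze, with a conservative filter against cell cycle effects. The names of the populations (1 erythrocytes, 2 epithelial, 3 tailbud, 4 endothelial progenitor cells or EPC, 5 venous, 6 arterial, 7 a further endothelial population called EC2, 8 macrophages) are those of the study. Populations 4 to 7 are called endothelial here. The authors' deposited table of marker genes holds log2 population means of 479 genes on mixed scales. Compared within 0.001, 342 genes are stored as log2 of the mean TPM plus 1 and 137 as log2 of the mean TPM alone. The table gives no usable rank within a population, so the planned naming of the top 3 genes of each population was not carried out. No per-sample column was left unused.

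Gene identifiers are used as deposited. Symbols came from the deposited marker table, then from a table of gene names, then from the current RefSeq symbol of a gene listed under an older one, and only where a single identifier matched. This last route was narrowed after the data had been seen, because looser synonyms had paired symbols with doubtful genes. Of the 27931 identifiers, 20017 (71.7%) have a symbol. Before the data were examined, 12 lists with 75 marker genes were fixed, of which 63 genes were matched. The erythrocyte list (9 of 9 genes matched), the endothelial progenitor list (4 of 4), the arterial list (6 of 6), the endothelial-2 list (3 of 3), the pan-endothelial list (8 of 8) and the macrophage list (6 of 6) were complete. The epidermal list had 5 of 6, the tailbud list 5 of 8, the venous list 3 of 5, the skeletal muscle list 3 of 6, the cardiac list 4 of 6 and the lateral plate list 7 of 8. The venous markers used are flt4, dab2 and stab1l, since ephb4a and mrc1a were not matched. Several list members were taken from what the study says of these same cells, so their levels describe the populations and do not test them. No coordinates are given, because no annotation of that build was used here.

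A gene counted as detected in a cell above 1 TPM. Levels are means over cells of log2(TPM + 1), taken at each stage and then averaged over both stages with equal weight; differences on this scale understate the change of low genes. The arteriovenous index of a cell is the mean log2 level of the 6 arterial markers (cldn5b, efnb2a, dll4, hey2, dlc, notch3) over that of the venous markers, as defined in the methods of the study but with 3 of the 5 venous genes. A cell was called co-expressing with at least 2 arterial and at least 2 venous markers above 1 TPM. A cell was counted for the muscle, cardiac or lateral plate list with at least 2 of its genes above 1 TPM. Shares of cells carry exact Clopper-Pearson 95% intervals, and where 0 cells were found the limit is 3 cells of the total; both cover the counting of cells only. The stage difference of a gene is the mean at 20 somites minus the mean at 15-18 somites within each population with at least 2 cells per stage, averaged over populations. It was computed for genes above 1 TPM in at least 50% of the cells of either stage. A list's median difference was placed among 10000 random lists of the same size, each gene being replaced by a gene drawn from the 100 neighbours on either side in mean level. The genes named are the 5 largest rises and the 5 largest falls among genes with the same sign in every population. Population contrasts (a population minus the mean of the other endothelial populations) were correlated across genes between the stages. Some summaries were chosen after the data had been seen: the difference between the median indices of arterial and venous cells, the difference between the falls of venous and arterial markers, and the number of lists highest in the population of their name.

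The calculations were tested on simulated cells built from the population means and spreads of 4188 genes, with 200 genes shifted by 2 on the log2 scale. The stage difference returned medians of 1.96 and -1.96 for raised and lowered genes and 0.00 for the rest. A list of raised genes reached percentile 100, and lists of unchanged genes had a median percentile of 49.5. For the contrast correlation, cells of noise alone without the population means were used. It was 0.00848 there, and 0.804 with a random population difference added to every gene, spread more widely than the shift of 2. Because that difference was so large, 0.804 is no yardstick for the observed correlations. The simulated values were normal and did not reproduce undetected genes. Alternatives fixed at the same time as the lists were other detection minimums (0, 5 or 10 TPM), a pseudocount of 0.1, medians in place of means, other numbers of markers, each arterial or venous marker left out, the index as a difference of means or with each gene scaled to its maximum, endothelial cells as the denominator of shares, each stage alone, cells with at least 1000 or 2000 genes detected, no filter on low values, cells centred on their median, and all cells of a stage averaged without regard to population. No doublet caller was run, since 96 cells are too few for one, and chambers holding more than 1 cell cannot be ruled out. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.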

Results

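The data consist of the transcriptomes of 96 GFP-positive cells of etv2:GFP embryos, with 48 cells from the 15-18 somite stage and 48 from the 20 somite stage. The reporter marks cells in which regulatory sequence of etv2 is or has been active. The study describes its GFP as specific to vascular endothelial cells. Of the cells captured here, 24 of 48 at 15-18 somites and 18 of 48 at 20 somites fell in the endothelial populations. Because there was 1 sample per stage, no difference below has a replicate check. The read depth of each cell cannot be read from TPM values, and complexity was therefore described by the number of genes detected. The median was 5090.5 genes per cell at 15-18 somites (range 1845 to 7337) and 5388.5 at 20 somites (range 2060 to 7098). These medians depended on the detection minimum, and at a minimum of 5 TPM they were 3911 and 4154. Population 3, named tailbud in the study, had a median of 3960.5 genes over its 28 cells, and the medians of the other populations lay between 5121.5 (population 5) and 5918 (population 8). A single cell had fewer than 2000 genes detected and none had fewer than 1000.

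**Figure D1:**
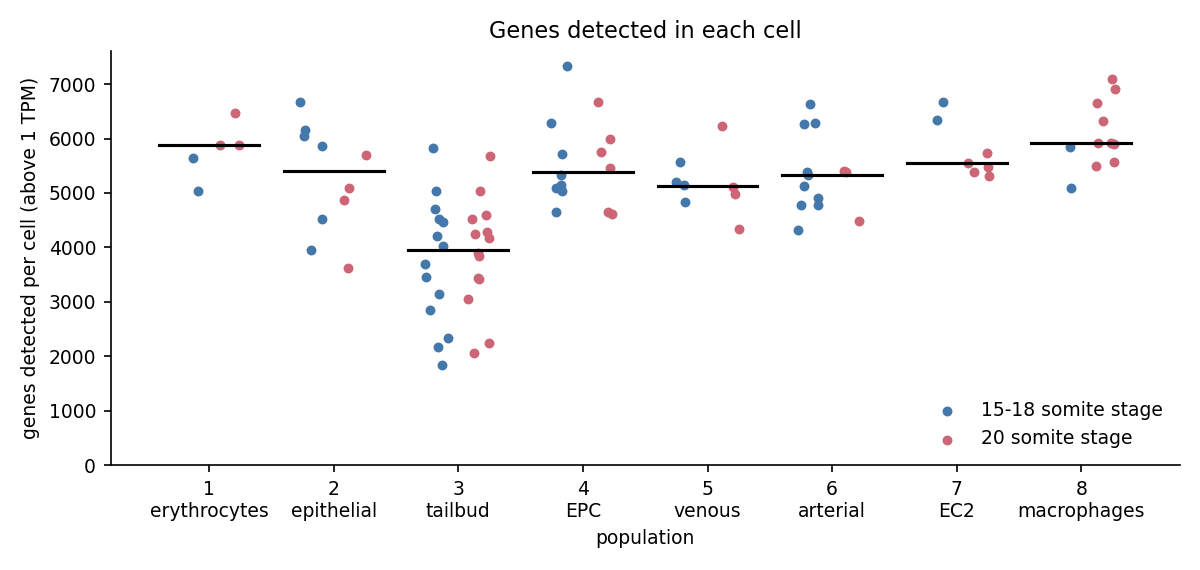
Genes detected above 1 TPM (vertical axis, number of genes) in each cell, by population (horizontal axis) and stage (colours); every point is a cell and each black line is the median over both stages. The cells of population 3 reach down to 1845 genes and have a median of 3960.5.

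The first comparison asked which cell populations the reporter captured and whether their shares differed between the stages. Population 3 was the largest at both stages, with 14 of 48 cells each (29.2%, 95% interval 16.95 to 44.1). The endothelial populations 4 to 7 together made up 24 of 48 cells (interval 35.2% to 64.8%) at 15-18 somites and 18 of 48 (37.5%, interval 24.0 to 52.6) at 20 somites. EPC contributed 8 and 6 cells (16.7% and 12.5%), and venous cells 4 and 4 (8.33% at both stages). Arterial cells fell from 10 of 48 (20.8%, interval 10.5 to 35.0) to 3 of 48 (6.25%, interval 1.31 to 17.2), and EC2 cells rose from 2 (4.17%, interval 0.509 to 14.3) to 5 (10.4%, interval 3.47 to 22.7). Macrophages rose from 2 (4.17%) to 9 cells (18.8%, interval 8.95 to 32.6). Erythrocytes numbered 2 and 3 cells, and epithelial cells 6 and 4. The intervals of the stages overlapped for every population, and the difference of shares was not tested, since each stage is 1 sample. With endothelial cells as the denominator, arterial cells made up 41.7% of the earlier and 16.7% of the later endothelial cells.

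**Figure D2:**
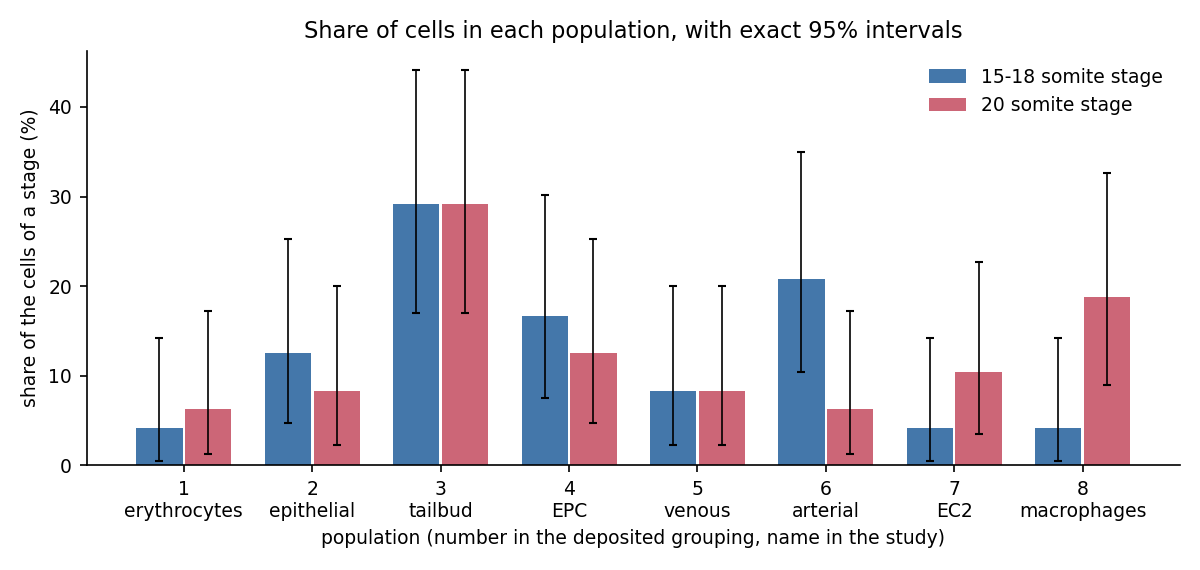
Share of the 48 cells of each stage (vertical axis, percent) that fell in each population (horizontal axis); bars are the 15-18 somite and 20 somite samples and error bars are exact 95% intervals for the counting of cells. Arterial cells make up 20.8% and 6.25%, macrophages 4.17% and 18.8%, and the intervals overlap in every population.

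Levels of the fixed marker lists were then compared among the populations, to describe what each contained. The erythrocyte list had a mean level of 11.17 in population 1 and at most 1.43 elsewhere, although its haemoglobin genes are near-identical copies whose reads the quantification could split. The epidermal list reached 11.78 in population 2 and at most 3.23 elsewhere, and the macrophage list 8.35 in population 8 and at most 2.13 elsewhere. The venous list was at 6.08 in venous cells and at most 3.86 elsewhere, and the endothelial-2 list at 6.58 in EC2 cells and at most 5.40 elsewhere. The pan-endothelial list lay between 7.42 and 8.87 in populations 4 to 7 and between 0.88 and 2.63 in the others. Of the lists matched to a population by name, 6 of 8 were highest in that population. The exceptions were the arterial list, which was at 6.86 in arterial and 7.06 in EC2 cells (5.81 against 6.85 at 15-18 somites and 7.91 against 7.27 at 20 somites), and the tailbud list, which was at 2.17 in population 3 and 3.02 in the epithelial population. All 8 lists were highest in the population of their name when the log2 of the mean TPM was used, a measure that a few cells with high values can decide. Within the tailbud list, msgn1 was detected in 4 of 28 cells of population 3, myf5 in 3, tbx16 in 5 and cdx4 in 6, whereas apoeb was detected in 26. However, apoeb was detected in most cells of every population, and was higher in epithelial cells (12.23) than in population 3 (5.85). In the other populations myf5 was not detected, msgn1 only in 2 of 13 arterial cells and tbx16 only in 1 of 14 EPC. The gene cdx4 was also detected in 4 of 10 epithelial cells and 6 of 14 EPC. The endothelial progenitor list was highest in EPC (10.75) and between 9.05 and 9.53 in the other endothelial populations. Its member etv2 (ENSDARG00000053868) was at 12.98 in EPC, 12.56 in venous, 12.35 in arterial and 11.77 in EC2 cells, and it was also above 1 TPM in each of the 26 cells of populations 1, 2 and 8, with medians of 50.7, 77.6 and 109 TPM. In the authors' deposited table, 28 genes of these 8 lists appear and all 28 are placed in the population of the list's name, among them col4a1, which that table gives to both EC2 and arterial cells.

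**Figure D3:**
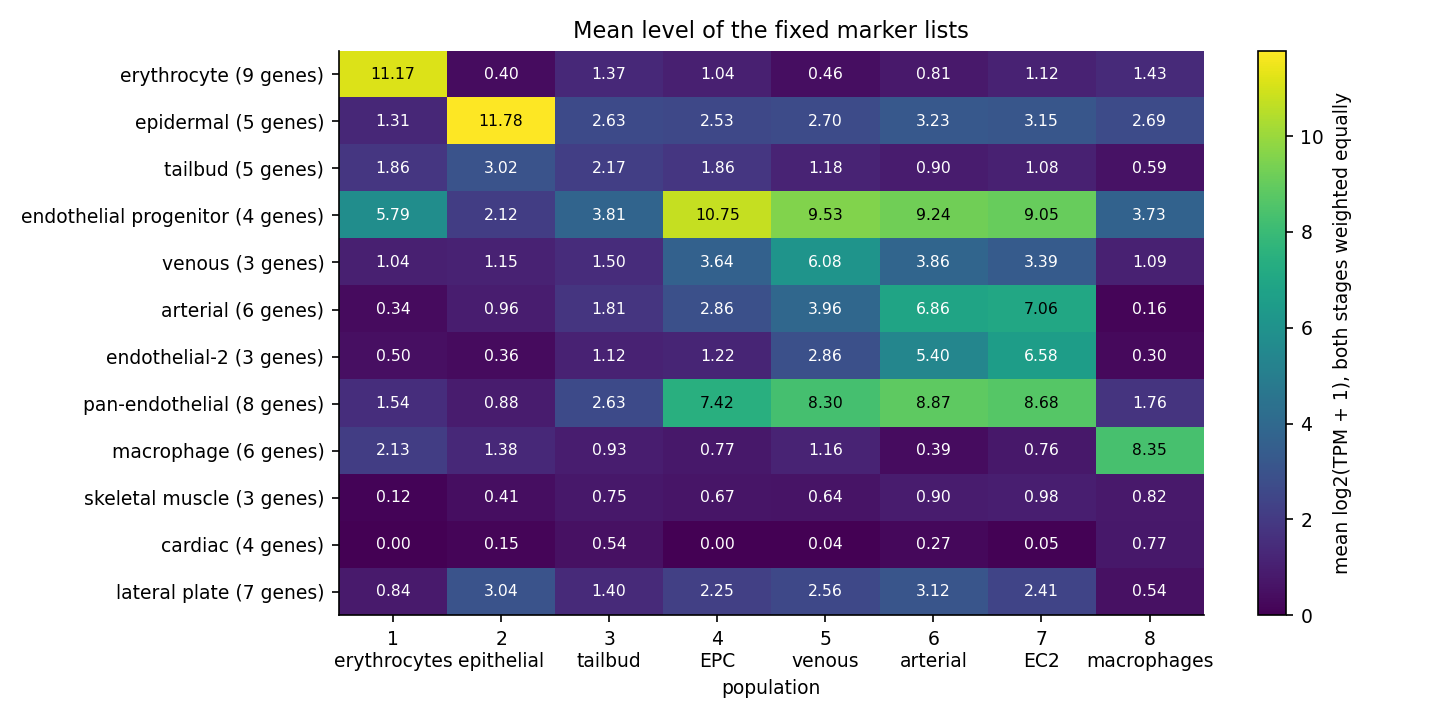
Mean log2(TPM + 1) of each fixed marker list (rows, with the number of matched genes) in each population (columns), both stages weighted equally; colour and printed numbers give the same value. The erythrocyte, epidermal and macrophage lists each stand out in a single population, whereas the arterial list is at 6.86 in arterial and 7.06 in EC2 cells.

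The arteriovenous index was computed to ask how far arterial and venous programmes are separated in single endothelial cells. Over the 42 endothelial cells it ranged from 0.18 to 4.67. The median was 2.12 in arterial cells (range 0.37 to 3.99), 2.29 in EC2 cells (0.67 to 4.67), 0.72 in venous cells (0.20 to 1.09) and 0.70 in EPC (0.18 to 2.55). An index above 1 was found in 11 of 13 arterial, 6 of 7 EC2, 3 of 8 venous and 5 of 14 progenitor cells. The median of arterial cells exceeded that of venous cells by 1.398, and by values from 1.07 (without cldn5b) to 1.59 (without stab1l) when each marker was left out. The stages differed in this respect, with medians of 2.45 in arterial and 0.719 in venous cells at 15-18 somites (10 and 4 cells) and of 1.64 and 0.823 at 20 somites (3 and 4 cells).

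Both kinds of marker were found together in most endothelial cells. By the criterion of at least 2 arterial and at least 2 venous markers above 1 TPM, 33 of 42 endothelial cells co-expressed (78.6%, interval 63.2 to 89.7). These were 10 of 14 EPC, 7 of 8 venous, 10 of 13 arterial and 6 of 7 EC2 cells. In the same way, 0 of 26 cells of populations 1, 2 and 8 co-expressed, which allows a share of up to 11.5%, and 7 of 28 cells of population 3 did (25.0%, interval 10.7 to 44.9). The share depended on the criterion. Without stab1l (ENSDARG00000076484), 13 of 42 endothelial cells co-expressed (31.0%, interval 17.6 to 47.1), and without flt4 (ENSDARG00000015717) the share was 35.7%. Either omission leaves 2 venous genes, both of which are then required. The same holds without dab2, where the share was 73.8%. Without stab1l or flt4 the required genes include dab2, which was above 1 TPM in 16 of 42 endothelial cells (38.1%). Neither share could therefore exceed 38.1%, so these falls say little about stab1l or flt4. Most calls rested on flt4 and stab1l together. The gene stab1l was above 1 TPM in 40 of 42 endothelial cells but also in 22 of 26 cells of populations 1, 2 and 8, with median values of 15.0 and 4.53 TPM. The marker flt4 was detected in 36 of 42 endothelial cells and 1 of the 26 others, and dll4 (ENSDARG00000070425) and hey2 (ENSDARG00000013441) each in 34 of 42 and 0 of 26.

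**Figure D4:**
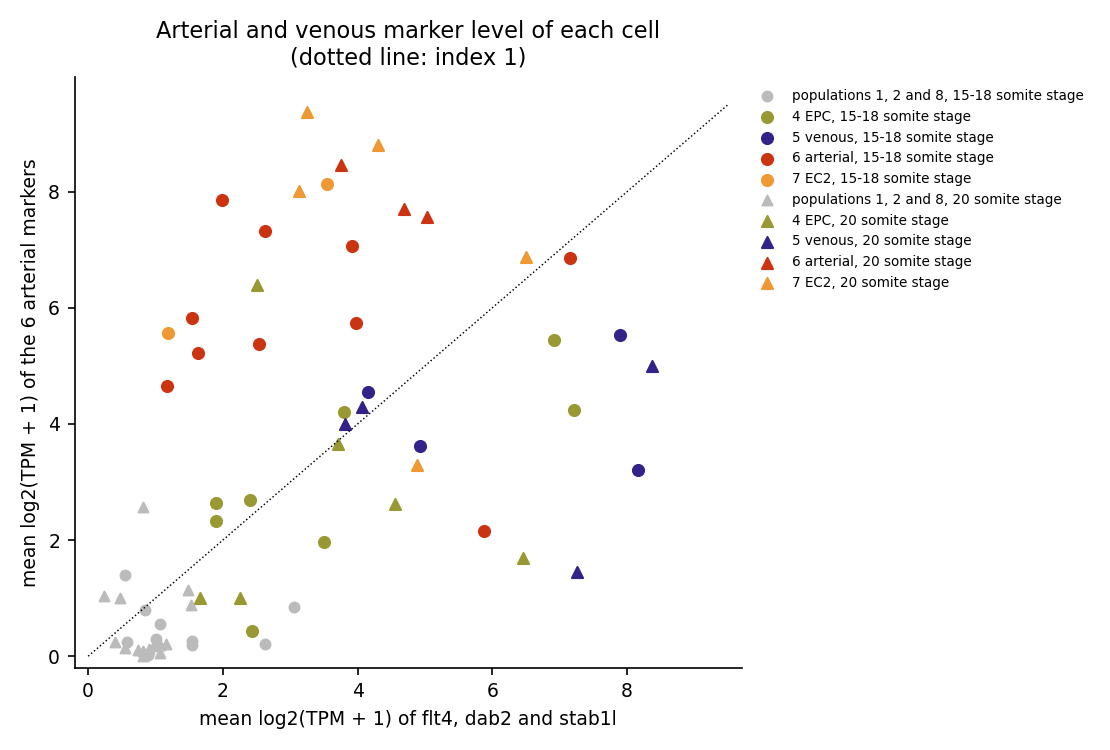
Mean log2(TPM + 1) of the 6 arterial markers (vertical axis) against that of the 3 matched venous markers (horizontal axis); every point is a cell, with colours for populations, shapes for stages, grey for the 26 cells of populations 1, 2 and 8, and a dotted line where the index is 1. In 11 of 13 arterial cells the arterial mean is the higher, and in 5 of 8 venous cells the venous mean is.

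To ask whether mixed expression lay on the arterial side, the venous markers in arterial cells were set against the arterial markers in venous cells. At 15-18 somites the venous markers had a mean level of 6.28 in 4 venous and 3.24 in 10 arterial cells, a difference of -3.04. The arterial markers were at 5.81 in arterial and 4.23 in venous cells, a difference of -1.58. Among them dll4 (8.14 in venous and 7.86 in arterial cells) and hey2 (6.02 and 5.20) were not lower in venous cells. The remaining arterial markers were. At 20 somites the venous markers were at 5.88 in 4 venous and 4.49 in 3 arterial cells (-1.39), and the arterial markers at 7.91 in arterial and 3.68 in venous cells (-4.23). Averaged over the stages, the venous markers were lower by 2.22 in arterial cells and the arterial markers lower by 2.90 in venous cells. The excess of the second fall over the first was 0.69, and it had opposite signs at the 2 stages (-1.47 and 2.84). The average depended on the markers used, and was -0.06 without stab1l, 0.13 without dab2 and 1.99 without flt4. In venous cells of both stages, cldn5b (ENSDARG00000014059) was detected in 7 of 8 cells, dll4 and hey2 each in 6 of 8, and efnb2a, dlc and notch3 each in 3 of 8. In arterial cells stab1l was detected in 13 of 13 cells, flt4 in 8 of 13 and dab2 (ENSDARG00000031761) in 7 of 13.

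Cells with markers of skeletal muscle, heart or lateral plate mesoderm were counted, since the study discussed whether this reporter line labels such cells. At least 2 of 3 matched muscle markers were found in 3 of 96 cells (3.12%, interval 0.649 to 8.86). Of these markers myod1 was detected in 62 cells, tnnc2 in 3 and myog in 0. For the cardiac list, 5 of 96 cells (5.21%, interval 1.71 to 11.7) had at least 2 of 4 markers, 3 of them in population 3 and 2 among arterial cells. With at least 3 markers these counts were 0 and 1. With markers above 10 TPM, 2 cells met the cardiac criterion of at least 2 markers. The cell with 3 cardiac markers, described after its values were seen, was a 20 somite cell of population 3. It had cmlc1 (ENSDARG00000032976) at 25267 TPM, myl7 (ENSDARG00000019096) at 14370 TPM and vmhc (ENSDARG00000079782) at 773 TPM. The same cell had tnnc2 at 55.1 TPM and myod1 at 12.4 TPM, so it is also 1 of the 3 cells counted for muscle, and the only cell that met the muscle criterion with markers above 10 TPM. The lateral plate criterion was met by 60 of 96 cells (62.5%, interval 52.0 to 72.2), but mostly through id1 and id3, which were detected in 86 and 61 cells. The remaining members were rare, with twist1a in 1 cell, foxd1 in 2, hand2 in 6, foxd2 in 7 and pitx3 in 0 of 96, which allows up to 3.12% of cells. With at least 3 markers, 11 of 96 cells (11.5%) met the criterion.

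The stages were compared within populations, so that a change in the mix of populations would not enter. All 8 populations had at least 2 cells at each stage, and 4188 genes passed the filter, with a median difference of 0.00. Stage could not be separated from the day and chip. The named rises were HSP90AA1 (ENSDARG00000024746), from a level of 4.37 to 8.08 (3.71 higher), si:ch211-85n16.3 (ENSDARG00000096346; 2.37), cd2bp2 (ENSDARG00000027357; 2.27), ENSDARG00000004665 (2.07) and EXT2 (ENSDARG00000056648; 2.06). The named falls were h2ax1 (ENSDARG00000068995; -2.91), ppp1r15a (ENSDARG00000069135; -2.57), ENSDARG00000087410 (-2.39), srsf5a (ENSDARG00000029818; -2.37) and selenot1b (ENSDARG00000027595; -2.19). HSP90AA1 and h2ax1 belong to gene families with close copies and their values are uncertain for that reason. Within single populations the size of these differences varied widely, for HSP90AA1 from 0.01 to 5.92.

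None of the fixed lists lay in the outer 5% of the random lists on either side. The arterial list had a median difference of 0.06 (3 genes passing the filter, percentile 54.9) and the venous list one of -0.08 (2 genes, percentile 42.6). These values average over all 8 populations, including those with little expression of the lists, and single populations went in different directions. In arterial cells the arterial list, with all 6 genes, rose from 5.81 to 7.91 and the venous list, with all 3 matched genes, from 3.24 to 4.49. In EC2 cells the venous list rose from 2.37 to 4.41, and in venous cells it went from 6.28 to 5.88 and the arterial list from 4.23 to 3.68. The pan-endothelial list was at -0.41 (7 genes, percentile 7.31) and the endothelial progenitor list at -0.11 (4 genes, percentile 35.1). The erythrocyte, epidermal, macrophage and lateral plate lists, each with 2 genes, were at percentiles 11.2, 35.2, 50.9 and 57.9. The tailbud, endothelial-2 and skeletal muscle lists rested on 1 gene each, at percentiles 89.2, 35.4 and 56.9, and no cardiac gene passed the filter. When all cells of a stage were averaged without regard to population, the arterial list fell by 0.92, the pan-endothelial list fell by 1.54 and the macrophage list was at 1.68.

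To compare the separate captures across many genes, the contrast of each endothelial population with the other endothelial populations was correlated between the stages across 6777 genes, which are not independent replicates. The correlation was 0.284 for EPC, 0.110 for venous, 0.146 for arterial and 0.156 for EC2 cells. Without the genes of the authors' deposited marker table, which were selected on these cells, it was 0.244, 0.0846, 0.113 and 0.134 across 6590 genes. With the marker genes kept and no filter on low values, it was 0.196, 0.0569, 0.0969 and 0.101.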

Values the study reported

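The study reported single-cell sequencing of 96 cells of this reporter line, at 1.5–2 M reads per cell, and described 8 distinct populations among them.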

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

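The tests of 1 cell or 1 marker at each stage, and the set of contrasts compared between the stages, were chosen only after the result was seen, whereas leaving out each marker from the average was planned. Of 6 contrasts compared between the stages, 1 had opposite signs: the fall of venous markers in arterial cells relative to the fall of arterial markers in venous cells. At 15-18 somites the difference was -1.47, since the venous markers fell further (-3.04 against -1.58), and at 20 somites it was 2.84, since the arterial markers fell further (-4.23 against -1.39). The earlier sample alone would place the mixed expression on the venous side, and the later sample alone would place it on the arterial side. The difference between the stages was not tested, because each stage is 1 sample. The other contrasts of the 6 place a list in the cells of its name, which were grouped from these same data. Their signs were largely given in advance, so the count of 1 in 6 says little about agreement of the stages. The arterial list in EC2 against arterial cells, not among the 6, also changed direction (6.85 against 5.81, then 7.27 against 7.91).

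The tables argue against an explanation by 1 cell or by 1 marker. Leaving out each arterial or venous cell in turn changed the sign at its stage in 0 of the 14 sets of the earlier stage (values from -2.12 to -0.49) and in 0 of the 7 sets of the later stage (2.26 to 4.11). Leaving out each of the 9 markers in turn changed it in 0 sets as well (-2.03 to -0.51, and 1.91 to 4.48). The average over both stages, 0.69 with all markers, did depend on the markers used, and was between -0.06 (without stab1l) and 1.99 (without flt4), with 0.13 without dab2. What stays open is the number of cells, with 3 arterial cells in the later sample, the venous list with 3 of 5 planned genes, the day and chip, and a change of the arterial cells with stage. Arterial cells of the later sample had higher levels of both kinds of marker (7.91 against 5.81 and 4.49 against 3.24), and this may belong to any of these.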

How the results depend on the processing

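The alternatives were planned, but the measures of movement and the summaries of the index, the falls and the lists were chosen after the results were seen. Replicates are lacking, so a share was taken as unmoved within its exact 95% interval, a level or index when it moved by less than the gap between the stages, a list's stage difference when it moved by less than the SD over populations, and a correlation when it moved by less than 0.1. Each stage alone lies within that gap by construction, and a filter that removed no cell tests nothing, so such values are left out of the counts unless they changed sign. Of the main comparisons 121 values were unmoved, 24 moved and 2 with a stated direction reversed. Of the values of single lists and named genes, 58 were unmoved and 6 moved, among them the tailbud list in population 3, which was at -0.07 with a pseudocount of 0.1. The gap between the stages is several times the difference of falls itself and is also wide for each fall, so being unmoved says little about those values. No paired analysis was possible because each stage has a single sample.

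Requiring at least 1000 genes per cell removed no cell and tests nothing, and requiring 2000 removed 1 cell and moved no share. With endothelial cells as the denominator, shares at 15-18 somites were 33.3% for EPC and 41.7% for arterial cells, and at 20 somites 33.3% for EPC, 22.2% for venous and 27.8% for EC2 cells, all outside the intervals of the main shares because the denominator is smaller. A detection minimum of 0 gave medians of 6002 genes at 15-18 and 6283 at 20 somites, and a minimum of 5 gave 3911 and 4154, with the later stage higher each time.

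The excess of the arterial over the venous index kept its sign under all 12 alternatives. Taken as a difference of means rather than a ratio it was 4.96, which is on another scale. The share of co-expressing endothelial cells, 78.6% by the main criterion, was 100% with at least 1 marker of each kind, 26.2% with at least 3, 47.6% with markers above 10 TPM, 90.5% with markers above 0, 35.7% without flt4 and 31.0% without stab1l. These criteria are looser or stricter by construction, and with 3 venous genes each one left out leaves 2, both of which are then required. Without flt4, without stab1l or with at least 3 markers, dab2 is among the required genes. The share could then not exceed the 38.1% of endothelial cells with dab2 above 1 TPM. Leaving out dab2 or any arterial marker kept it between 73.8% and 78.6%.

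The excess of the arterial fall over the venous fall changed sign at 15-18 somites alone (-1.47) and without stab1l (-0.0567); the cause was not tested. Against 0.69 with all markers it was 0.13 without dab2, 0.36 without efnb2a, 1.24 without hey2 and 1.99 without flt4. Each of the falls kept its direction under every alternative run. The number of lists highest in the population of their name was between 6 and 8 of 8.

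For the stage difference, averaging without regard to population moved the arterial list to -0.92, the pan-endothelial list to -1.54, the endothelial progenitor list to -0.69, the erythrocyte list to 0.43 and the macrophage list to 1.68, a setting that lets the mix of populations enter (24 endothelial cells at the earlier and 18 at the later stage). The other alternatives moved none of the 11 lists with tested genes by more than its SD. Signs held under every alternative only for the pan-endothelial, endothelial progenitor and skeletal muscle lists. The arterial (-0.11), macrophage (-0.03) and lateral plate (-0.04) lists changed sign with a pseudocount of 0.1, the last also without regard to population (-0.75), and the venous (0.12), erythrocyte (0.10), epidermal (0.09), tailbud (-0.00155) and endothelial-2 (0.17) lists without the filter, which brings in further genes of a list. The median over all genes stayed within 0.06 of 0. The 10 named genes kept their direction, which says little, since they were selected for large changes of the same sign in every population. All 10 were also picked without the filter. Requiring 3 markers lowered the shares of cells with muscle, cardiac and lateral plate markers to 0, 1.04% and 11.5%, since more genes are asked for. The muscle share could only be 0, since myog, 1 of the 3 matched genes, was detected in 0 of 96 cells. That value tests nothing, although it is counted among those that moved. The contrast correlations moved by less than 0.1, a tolerance about as large as most of them, and without the filter they lay between 0.0569 and 0.196. Because the files hold no read depth of single cells, an undetected marker may be missing from the library rather than from the cell, and this limit applies to the 26.2% of cells with at least 3 markers of each kind.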

Other observations

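Apart from planned shares of co-expressing cells without stab1l, flt4 or dab2, the tests here were chosen after the patterns were seen. The lists of cell cycle and heat shock genes were also written then, when the levels of some of their members were already known. The patterns are hypotheses for that reason.

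EC2 and arterial cells both carried the arterial list, which was higher in EC2 at 15-18 somites (6.85 against 5.81) and lower at 20 somites (7.27 against 7.91). They differed in cell cycle genes, and also in the endothelial-2 list (6.58 against 5.40), whose genes the study named for EC2. Of 52 listed genes of the G2 and M phases, 41 were matched and 34 were above 1 TPM in at least 50% of the cells of an endothelial population. All 34 were higher in EC2 than in arterial cells at both stages. A gene could pass this filter on EC2 cells alone, which favours genes high in EC2, so this count is partly given in advance. The random lists below were drawn from genes that passed the same filter. Without the genes of the authors' deposited marker table, 32 genes remained. Their median difference was 4.54 at 15-18 somites (2 EC2 and 10 arterial cells) and 3.58 at 20 somites (5 and 3 cells), both at percentile 100 among random lists matched on level. More genes captured per EC2 cell would raise matched lists too, but these had medians of only 0.41 and 0.24. Capture was first examined with S phase genes, which left the question undecided, and the matched lists replaced them once that outcome was known. The 15 S phase genes differed by 1.53 at the earlier and 0.01 at the later stage (percentiles 96.0 and 44.3). The mean level of the 32 genes was higher in 5 of 7 EC2 cells than in every arterial cell, so the remaining EC2 cells are not set apart in this way. Erythrocytes also had a high median (4.78, against 5.76 in EC2 and 1.09 in arterial cells). These values suggest that EC2 may include arterial cells in G2 or M phase, which is a hypothesis and leaves a separate lineage open. The deposited grouping was made with a conservative filter against cell cycle effects, which speaks for caution here, and chambers holding more than 1 cell were not weighed for this pattern. Whether a stage of differentiation goes with cycling remains open.

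Population 3, the largest, had no set of markers shared by most of its cells among the fixed lists counted here. Its 28 cells included 3 with at least 50% of the tailbud list above 10 TPM, whereas 12 had as much of the erythrocyte (4 cells), epidermal (3), pan-endothelial (7) or macrophage (2) list, some of them of more than 1 list, and 2 had as much of the cardiac list. In the other populations 68 of 68 cells carried the list of their own lineage and 3 of 68 carried another of these 4 lists. A further cell, 1 of 14 EPC, carried the tailbud list. Those populations were grouped from these same cells, so the 68 of 68 was largely given in advance and is no independent comparison. The 11 cells with the fewest genes detected were all in population 3. A candidate explanation is that cells of other lineages, with few genes detected, were placed together with a small number of tailbud cells. The 12 cells are in line with it for that part of the population. The 11 cells with none of these lists had nearly as many genes detected as the cells with a lineage list (medians of 3898 and 4003, a difference of -105), which gives little support to want of depth as the reason. The difference is small beside the range of 1845 to 5827 genes in this population, so want of depth is not excluded either. The tailbud list had 5 of 8 genes matched, and the 60 genes that mark population 3 in the authors' table were not examined in this way. A marker set outside the fixed lists therefore stays open. No biological explanation was tested.

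In epithelial cells etv2 was above 1 TPM in 10 of 10 cells, with a median of 77.6 TPM (range 1.01 to 337). This is 1.15% of the endothelial mean of 6726 TPM. Carry-over of endothelial RNA or reads would bring other endothelial transcripts in proportion, yet 11 other genes of the fixed lists were found at 0 to 0.181% of their endothelial means (median 0.0423%). The percentage of etv2 was 6.39 times the highest of these. Carry-over at the common rate is therefore unlikely to be the whole source. Low transcription of etv2 in sorted epithelial cells, or transgene-derived reads counted as etv2, remain open and were not tested. Erythrocytes and macrophages had medians of 50.7 and 109 TPM, but as blood cells they may share a history of etv2 expression.

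Co-expression of arterial and venous markers was weighed against technical sources. Carry-over between libraries would reach the cells of populations 1, 2 and 8 as well. None of those 26 co-expressed, but they would need both kinds of marker by carry-over, whereas an endothelial cell with its own kind needs only the other. At least 2 arterial markers were found in 3 of the 26 cells and at least 2 venous markers in 3 (upper bound 30.2% for each), against a lower bound of 63.2% for co-expression in endothelial cells. Carry-over at that rate is therefore unlikely to be the whole source, and it stays open for part of the share. Chambers holding 2 cells would show unrelated lineages together. At least 50% of 2 of the erythrocyte, epidermal, pan-endothelial and macrophage lists was above 10 TPM in 6 of 96 cells (upper bound 13.1%). Pairs of endothelial cells show no unrelated lineage, so chambers with 2 cells stay open as a source. Low-level stab1l in nearly every cell also stays open. The share fell to 31.0% without this gene, but to 35.7% without flt4, which was detected in 1 of the 26 other cells. Either omission makes dab2 required, which was above 1 TPM in 16 of 42 endothelial cells, so neither share could exceed 38.1%. Leaving out dab2 instead gave 73.8%, so most calls rested on flt4 and stab1l together. A mixed arterial and venous state of single cells also stays open and was not tested.

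HSP90AA1 rose in 8 of 8 populations. A stronger heat shock response in the later sample could cause this and would raise other heat shock genes. Of 8 such genes that passed the filter, 4 rose and 4 fell, with a median of -0.0236, so the set decides nothing. Among them, and named after their values were seen, dnajb1b fell by 3.01 and hsp70l fell by 1.13. Splitting of reads between close copies of HSP90AA1, the day and chip, and the stage itself were not tested and remain open.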
